A study of Mus musculus with 6 samples. Its data were reported in "Inflammatory recruitment of healthy hematopoietic stem and progenitor cells in the acute myeloid leukemia niche" (2024).

How the data were processed

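Single-cell gene expression was measured in 6 bone marrow libraries, 3 from mice injected with PBS and 3 from mice injected with C1498, a murine acute myeloid leukemia (AML) cell line. Each AML recipient was given 1000000 C1498 cells, and all mice were sacrificed at day 21. The recipients carried the CD45.1 allele and C1498 cells the CD45.2 allele, so that sorting CD45.1+ cells negative for lineage markers and positive for cKit and Sca1 (LSK cells) collected the healthy stem and progenitor cells of the host. Per the labels, the libraries were made with 10x Genomics Chromium GEM V3 chemistry.

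The deposited matrices hold UMI counts per gene and barcode, with no normalization, and their headers name Cell Ranger 7.0.1. The genome build and the gene annotation are not given in the sources used here, so genes are named by the symbol and Ensembl identifier in the files and no coordinates are given. The deposited table of single cells holds 16822 cells, with the authors' count of UMIs and of detected genes per cell. Both equalled the sums of the matrices for every cell in the table. The same table gives, per the file headers, the percent of UMIs per cell from mitochondrially encoded and from ribosomal protein genes. It also gives the authors' module score per cell for each of 4 classes (HSC, MPP-2, MPP-3 and MPP-4), their cell cycle scores, a phase, a class and a cluster number from 0 to 8. How the authors filtered cells, handled doublets and integrated libraries is not given in the sources used here. A further 11 columns of this table were not used.

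The cell table holds cells of 5 libraries and none of AML replicate 2. The comparisons therefore set 3 PBS libraries against 2 AML libraries, in place of the 3 against 3 that had been planned. AML replicate 2 entered tests only where cells were chosen by an own filter on all barcodes, which asked for at least 1000 detected genes and at most 10% mitochondrial UMIs. Its totals over all barcodes are also described, without a test. Kept cells are the barcodes in the authors' table. Their UMI counts were summed per library over all LSK cells, and per library and class where a library held at least 20 cells of the class. The library is the replicate throughout, and no block was used. CPM values (UMI counts scaled to a library total of 1000000) of tested genes were computed here with the TMM-normalized library size. Hemoglobin, gene list totals per library and barcodes outside the cell table are given in CPM of the plain total.

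Each sum was tested with edgeR 4.0.16 under R 4.3.3, using TMM normalization, filterByExpr by group, the quasi-likelihood F test and Benjamini-Hochberg adjustment with a threshold of 0.05. Positive log2 fold changes mean higher in AML. The SE beside a log2 fold change was derived as its absolute value divided by the square root of the F statistic. It thus restates the test and does not measure the spread between libraries. Whether the AML effect differed between classes was tested with one term per library and class-by-treatment terms, with HSC as the reference class and an F test of the interaction terms together. In the HSC class, the fit used one common quasi-likelihood spread for all genes (infinite prior degrees of freedom). Mean class shares were compared with an exact two-sided permutation test over the 10 splits of 5 libraries into 3 and 2, in which the smallest p is 0.1. Intervals for the share of a single library are exact Clopper-Pearson intervals at 95%, and cover counting error only. Gene lists were tested with camera of limma 3.58.1 on voom log2 CPM, with an inter-gene correlation of 0.01, two-sided and adjusted over the lists of one comparison, with fry beside it. A list needed at least 3 tested genes.

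The 17 lists were the 8 genes that the study names for these cells, interferon-stimulated genes, interferon gamma and antigen presentation genes, NF-kB inflammatory genes, immediate early genes, MYC targets, S phase and G2M phase genes from Seurat 5.3.0, ribosomal protein genes, mitochondrially encoded genes, nuclear respiratory chain genes, and markers of neutrophils, erythroid cells, B cells, monocytes and macrophages, T and NK cells, and mast cells and basophils. Of the 8 study genes, 3 are also in the interferon-stimulated list, 3 in the interferon gamma list and 2 in the NF-kB list. Because the study chose its genes on these samples, a count of them adjusted over the list alone is not independent evidence.

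The tests, the lists, the class markers and the rule for naming genes were set before the data were examined. The rule named the 8 study genes in every comparison, of which 1 is counted in the totals but its own result is not reported here. It also named the 5 largest rises and the 5 largest falls over all LSK cells, and the 2 largest of each in every class, among genes with adjusted p under 0.05, mean log2 CPM of at least 5 and CPM ranges that did not overlap between the groups. Fewer genes than this passed in most comparisons, and then all that passed were named. For the difference between classes, the 3 genes with the lowest p were named. Genes outside the rule are said to have been chosen after their values were seen. Genes of families with near-identical copies (Hba-a1 and Hba-a2, the Hbb genes, Ms4a, Ifi200, Ly6 and immunoglobulin genes) are uncertain, because reads could be split between copies.

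The alternatives were DESeq2 1.42.0, limma-voom, RLE factors, library size only, no filter on low counts, a filter at 50 counts in every library of a group, each library left out in turn, the replicate number as a block, the own filter on barcodes, doublets marked by scrublet in scanpy 1.11.5 left out, sums thinned to the smallest library, cells thinned to 2000 UMIs, equal class composition, and ribosomal protein and mitochondrial genes left out. For the classes, they also included classes rebuilt from fixed markers and equal numbers of cells. For the lists, they included fry, camera with an estimated correlation, and Reactome sets from fgsea 1.28.0, of whose Entrez numbers 91.3% to 100% were matched. Chosen after seeing the data were the removal of clusters 6, 7 and 8 or of cluster 4, the removal of the 5% of cells with the highest doublet score, and the own filter and the thinned sums for the lists. Scrublet with its own threshold marked at most 5 barcodes of any library as doublets, so that leaving these out removed almost nothing.

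The tests were tried on simulated data, with counts drawn from the means and sizes of the real libraries and 200 genes changed by 2 on the log2 scale. For all LSK cells, edgeR called 164 of the 198 changed genes that passed its filter (82.8%) and 7 unchanged genes. DESeq2 called 78.0% and limma-voom 86.7% of the changed genes. In the classes, edgeR called 87.9% (HSC), 87.9% (MPP-2), 93.3% (MPP-3) and 89.3% (MPP-4). The test of differences between classes called 160 of 189 (84.7%). A list of 41 genes raised 2-fold was called by camera, which called 0 of the 15 other lists, whereas fry called 4 of those. The simulated genes were drawn independently of each other. In the real lists over all LSK cells, the estimated correlation ran from 0.020 (S phase) to 0.72 (mitochondrially encoded), with 0.14 for the interferon-stimulated list. The simulation therefore cannot show how often camera makes false calls in the real lists. Python 3.11.15 with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for sums, shares and figures.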

Results

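Healthy LSK cells of the host were profiled by droplet single-cell RNA sequencing in 3 libraries from PBS-injected mice and 3 libraries from mice bearing C1498 leukemia. The 6 matrices together hold 48510 barcodes, 32285 genes and 136322961 UMIs. The total was 41220306 UMIs in PBS replicate 1, 12888352 in PBS replicate 2 and 30092379 in PBS replicate 3. It was 10359436 UMIs in AML replicate 1, 7089569 in AML replicate 2 and 34672919 in AML replicate 3. The authors' cell table keeps 6838, 934 and 4398 cells of PBS replicates 1, 2 and 3, and 693 and 3959 cells of AML replicates 1 and 3. It holds 0 cells of AML replicate 2, so that the comparisons below rest on 3 PBS and 2 AML libraries. The kept cells carry 32123508, 10403685 and 22736647 UMIs in the PBS libraries, and 1945659 and 27603274 UMIs in the AML libraries. Median UMIs per kept cell were 4015, 9586 and 4388 in the PBS libraries, 2393 in AML replicate 1 and 5910 in AML replicate 3. The summed log2 CPM profile of AML replicate 1 correlated with the other 4 libraries across genes at Pearson's r of 0.916 to 0.942, and the other libraries among themselves at 0.972 to 0.984. Genes are not independent replicates, and AML replicate 1 is also the shallowest library.

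The first comparison asked which genes differ between all LSK cells of AML mice and those of PBS mice. Of 14364 genes tested with edgeR, 1511 had an unadjusted p under 0.05, and 22 were higher and 1 lower in AML at an adjusted p under 0.05. The 2 AML libraries lay entirely above or below the 3 PBS libraries for 4596 genes (32.0%), whereas chance gives 20%. The biological coefficient of variation was 21.0%. DESeq2 called 48 genes higher and 24 lower, with 22 of the 23 edgeR calls among them, and limma-voom called 25 higher and 0 lower, with 20 of the 23 among them. Limma-voom had 1372 genes at an unadjusted p under 0.05. The largest move came from leaving out AML replicate 3, which gave 419 calls, 12 of them among the 23. Without PBS replicate 1 there were 2 calls and without PBS replicate 2 there were 8. Leaving out an AML library leaves 1 AML sample, which is then assumed to vary like the PBS samples.

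**Figure D1:**
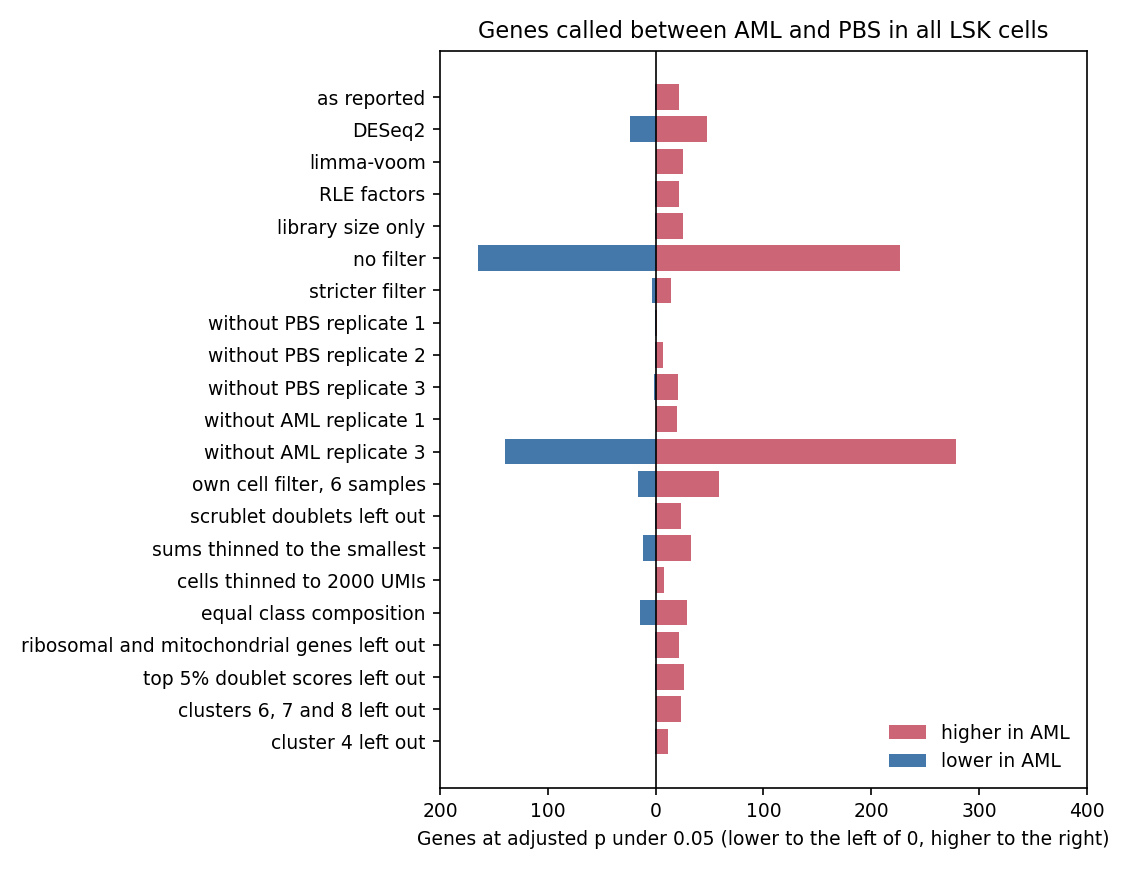
Number of genes called higher and lower in AML over all LSK cells (adjusted p under 0.05) as reported with edgeR and under 20 of the 21 processing alternatives (the replicate block is not drawn), with bars to the left of 0 for lower and to the right for higher. The count was 22 higher and 1 lower as reported, and it moved most without the filter on low counts (227 higher and 165 lower) and without AML replicate 3 (279 higher and 140 lower).

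Under the naming rule, 5 genes passed as rises and 1 as a fall. Ly86 (ENSMUSG00000021423) had a log2 fold change of 2.78 ± 0.357 (SE; edgeR adjusted p 0.00708), with 25.7 ± 13.1 CPM (SD, n = 3) in PBS and 179 ± 53.5 CPM (SD, n = 2) in AML. Irf8 (ENSMUSG00000041515) rose by 2.17 ± 0.333 (adjusted p 0.0183), from 20.02 ± 9.52 to 92.4 ± 19.8 CPM. Ms4a6c (ENSMUSG00000079419), whose reads could be shared with other Ms4a genes, rose by 1.74 ± 0.265 (adjusted p 0.0183), from 49.5 ± 15.9 to 166 ± 9.68 CPM. Ctsg (ENSMUSG00000040314) rose by 1.54 ± 0.257 (adjusted p 0.0250), from 56.6 ± 15.3 to 164 ± 30.3 CPM. Atp8b4 (ENSMUSG00000060131) rose by 1.45 ± 0.250 (adjusted p 0.0313), from 24.1 ± 6.35 to 66.9 ± 9.83 CPM. In all 5, both AML libraries lay above every PBS library. Igha (ENSMUSG00000095079), an immunoglobulin gene, changed by -7.71 ± 1.20 (adjusted p 0.0183), from 60.2 ± 69.2 CPM in PBS to 0.622 ± 0.580 CPM in AML. This last estimate rests on 601, 1432 and 488 UMIs in the PBS libraries against 2 and 6 UMIs in the AML libraries.

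The 5 rises kept their direction in all 21 alternatives. Without PBS replicate 1, none of them passed the edgeR threshold, with adjusted p of 0.0738 for Ly86, 0.133 for Irf8, 0.148 for Ms4a6c, 0.203 for Ctsg and 0.176 for Atp8b4, and 1157 genes at an unadjusted p under 0.05. Without PBS replicate 2, Ms4a6c (0.0845), Ctsg (0.143) and Atp8b4 (0.113) did not pass. Without PBS replicate 3, Atp8b4 did not pass (0.0521). Without AML replicate 1, Irf8 (0.0557), Atp8b4 (0.122) and Igha (0.0504) did not pass, and without AML replicate 3 Igha did not pass (0.0853). With all 5 libraries kept, Ctsg did not pass with equal class composition (0.79, adjusted p 0.279), nor Atp8b4 with cells thinned to 2000 UMIs (0.0679) or with cluster 4 left out (0.0613). Igha did not pass under limma-voom (0.0815), with cells thinned to 2000 UMIs (0.0963) or with the top 5% of doublet scores left out (0.125), nor with the own filter on barcodes of 6 libraries (0.0615). Over the alternatives the adjusted p ranged from 3.1e-23 to 0.0738 for Ly86 and from 4.4e-15 to 0.133 for Irf8.

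The second question was whether the 8 inflammatory genes that the study names for these cells changed in the same sums. All 8 had a positive fitted log2 fold change over all LSK cells. Over all genes tested, 1 of the 8 was called, and adjusted over the list alone 4 were called. Isg15 (ENSMUSG00000035692) was higher by 1.16 ± 0.238 (SE), from 119 ± 17.6 CPM (SD, n = 3) to 265 ± 4.04 CPM (SD, n = 2), with an edgeR adjusted p of 0.0803 over all genes and 0.000983 over the list. Irf8, described above, had 0.000105 over the list. Nfkb2 (ENSMUSG00000025225) was higher by 1.03 ± 0.277 (adjusted p 0.207, list 0.00624), from 3.52 ± 0.0990 to 7.03 ± 0.457 CPM. Cxcl10 (ENSMUSG00000034855) was higher by 1.81 ± 0.547 (adjusted p 0.264, list 0.0101), resting on 56, 11 and 141 UMIs in PBS and 11 and 406 UMIs in AML, and its group ranges overlapped. Irf7 (ENSMUSG00000025498) and Nfkb1 (ENSMUSG00000028163) changed by 0.62 ± 0.301 and 0.26 ± 0.216, with list-adjusted p of 0.0842 and 0.280, neither of which passed. Cxcl9 (ENSMUSG00000029417) had 12, 5 and 23 UMIs in PBS and 0 and 28 in AML. Its fitted value was 0.35 ± 0.690 (adjusted p 0.878), while its mean was lower in AML (0.495 CPM) than in PBS (0.643 CPM), so no difference was detectable at this depth.

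Several of these values depend on one library or on the processing. With AML replicate 3 left out, Irf7 changed by -0.11 (adjusted p 0.869) and Isg15 was called over all genes (0.0435). Isg15 was also called over all genes by DESeq2 (adjusted p 0.000291), with no filter (edgeR 0.00343), with the own filter on barcodes of 6 libraries (0.0169) and with thinned sums (0.0329), which makes 5 of 21 alternatives, and its adjusted p ranged from 0.000291 to 0.324 over them. Without PBS replicate 3, Cxcl10 was called (log2 fold change 2.99, adjusted p 0.0205), as it was with no filter (9.2e-07). Both AML libraries lay above every PBS library for 4 of the 8 genes (Isg15, Irf8, Nfkb1 and Nfkb2).

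**Figure D2:**
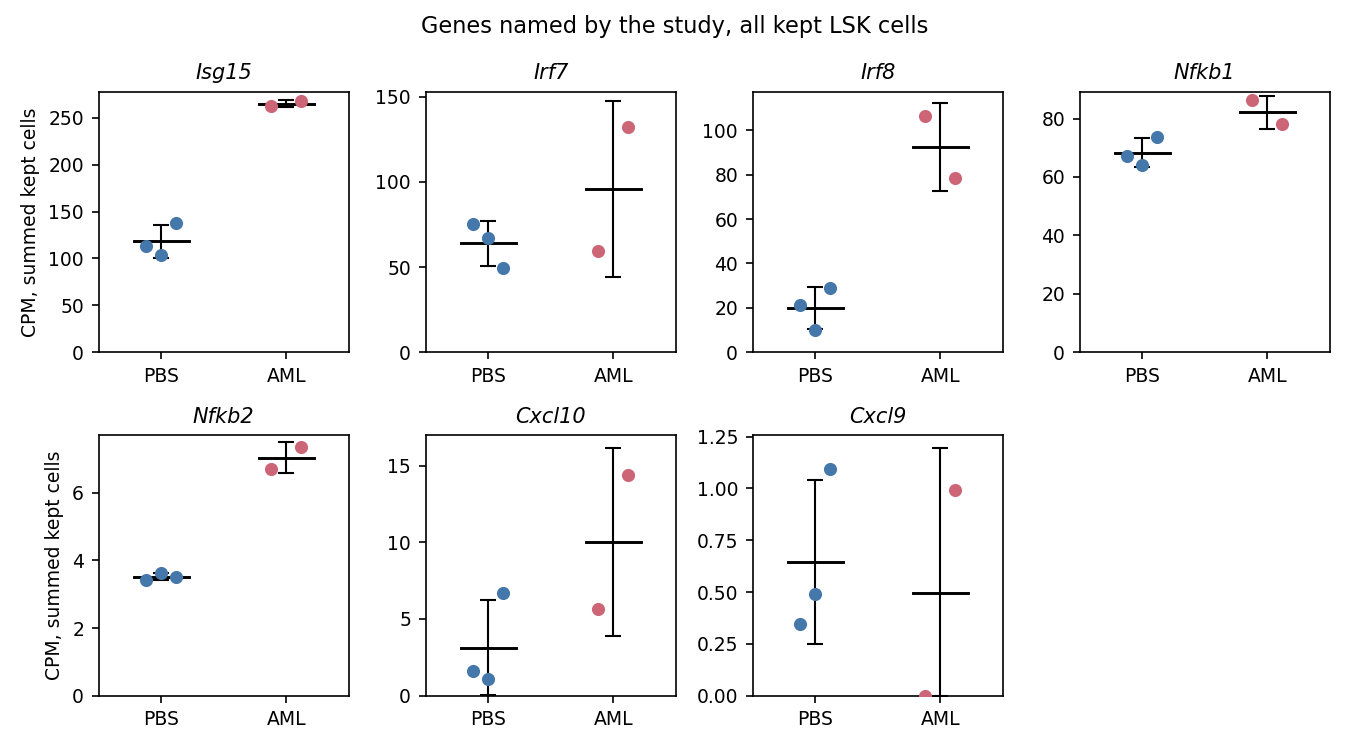
CPM of 7 of the study genes in the summed LSK cells of each library, one panel per gene with a linear axis from 0, with 3 PBS and 2 AML libraries as points, horizontal lines at the means and bars for 1 SD. Isg15 was 104 to 138 CPM in PBS and 262 to 268 CPM in AML, whereas the Irf7, Cxcl10 and Cxcl9 ranges overlapped.

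The cells were then compared within the 4 classes that the authors assigned by the highest of 4 module scores. The boundary between classes is soft. Of the 16822 cells, 7379 (43.9%) had a score within 0.05 of the score of the next class. The fixed markers set here were highest in their own class for 15 of 15 HSC markers, 5 of 13 MPP-2 markers, 10 of 11 MPP-3 markers and 10 of 12 MPP-4 markers. In each cell, the UMIs of all markers of a list were summed and scaled to one UMI total for every cell, which is not the CPM scale. The median of this sum was taken over the cells of each class. This median was 26.1 for the HSC markers in the HSC class, and 8.40, 7.35 and 9.95 in MPP-2, MPP-3 and MPP-4. For the MPP-2 markers it was 12.6 in MPP-2, but 20.1 in the HSC class, 5.71 in MPP-3 and 8.01 in MPP-4. For the MPP-3 markers it was 17.2 in MPP-3 and 7.60, 8.07 and 7.25 in HSC, MPP-2 and MPP-4. For the MPP-4 markers it was 19.7 in MPP-4 and 3.94, 5.45 and 9.23 in HSC, MPP-2 and MPP-3. Classes rebuilt from these markers gave 9503 cells (56.5%) the same class.

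In the HSC class, edgeR called 14 genes higher and 5 lower of 10668 tested, with 444 at an unadjusted p under 0.05. In MPP-2 it called 5 higher and 0 lower of 12518 (946 under 0.05), where DESeq2 called 10 higher and 4 lower. In MPP-3 it called 2 higher and 3 lower of 10294 (761 under 0.05). In MPP-4 it called 4 higher and 0 lower of 12305 (730 under 0.05), where DESeq2 called 1 higher and 0 lower. The groups did not overlap for 27.4% (HSC), 29.0% (MPP-2), 24.7% (MPP-3) and 27.8% (MPP-4) of the genes, against 20% by chance. In the HSC class, DESeq2 called 0 genes, with 123 at an unadjusted p under 0.05. Only 23 HSC-class cells came from AML replicate 1. Without it the HSC count was 6, without AML replicate 3 it was 0 (edgeR, 915 genes at an unadjusted p under 0.05), and without PBS replicate 1 it was 8. The MPP-2 count was 84 without AML replicate 3 and 0 without PBS replicate 3 (963 under 0.05). The MPP-3 count was 2 without AML replicate 1, 69 without AML replicate 3, and 30, 15 and 24 without PBS replicates 1, 2 and 3. The MPP-4 count was 34 without AML replicate 3, 9 without PBS replicate 2 and 0 without PBS replicate 3 (752 under 0.05).

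Ly86 passed the naming rule in 3 of the 4 classes, with log2 fold changes of 2.42 ± 0.352 in MPP-2 (edgeR adjusted p 0.0144), 2.20 ± 0.343 in MPP-3 (0.00851) and 1.73 ± 0.286 in MPP-4 (0.0141). It did not pass without AML replicate 1 in MPP-2 (0.110) and MPP-3 (0.106), without PBS replicate 3 in MPP-2 (0.0608) and MPP-4 (0.134), or without AML replicate 3 in MPP-4 (0.401). With classes rebuilt from the markers it did not pass in MPP-2 (0.791) or MPP-4 (0.0679), nor with equal numbers of cells in MPP-2 (0.732), MPP-3 (0.824) or MPP-4 (0.0893), nor under DESeq2 in MPP-4 (0.152). Irf8 was higher in MPP-2 by 2.26 ± 0.322 (adjusted p 0.0144), and did not pass without AML replicate 1 (0.110) or PBS replicate 3 (0.0608), with rebuilt classes (0.791) or with equal numbers of cells (0.662). F13a1 (ENSMUSG00000039109) was higher in MPP-3 by 2.20 ± 0.328 (adjusted p 0.00614), from 16.2 ± 7.89 CPM (SD, n = 3) to 80.9 ± 7.82 CPM (SD, n = 2), and passed without each library in turn. Igha was lower in MPP-3 by a fitted -10.67 ± 1.52 (adjusted p 0.00458), from 126, 3160 and 192 CPM in PBS to 0 and 0.736 CPM in AML, and did not pass without AML replicate 1 (0.107) or AML replicate 3 (0.104).

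In the HSC class the rule named Gm43305 (ENSMUSG00000105703), higher by 1.42 ± 0.282 (edgeR adjusted p 0.000713), and Rnf213 (ENSMUSG00000070327), higher by 1.25 ± 0.267 (adjusted p 0.00278), from 45.0 ± 9.63 CPM (SD, n = 3) to 108 ± 0.246 CPM (SD, n = 2). Without AML replicate 1, the adjusted p was 0.299 for Gm43305 and 0.126 for Rnf213. Without AML replicate 3 it was 0.258 and 0.612, and without PBS replicate 1 Rnf213 had 0.136. The falls were Hbb-bs (ENSMUSG00000052305), by a fitted -5.81 ± 0.468 (adjusted p 2.8e-31), and Hbb-bt (ENSMUSG00000073940), by -1.56 ± 0.316 (adjusted p 0.00104). These are near-identical hemoglobin genes and are uncertain one by one. Hbb-bs was at 1071, 16.4 and 524 CPM in the PBS libraries and 0 and 10.1 CPM in the AML libraries, so that the PBS libraries spread over a wider range than the gap between the groups. Neither passed without AML replicate 1 (0.249 and 0.127) or without AML replicate 3 (0.534 and 0.397). Among the study genes in the HSC class, edgeR called Isg15 (1.12, adjusted p 0.0236), Irf7 (1.22, 0.00272) and Cxcl10 (2.95, 4.5e-09). The group ranges of Irf7 overlapped, with 65.0 to 91.4 CPM in PBS and 67.6 and 222 CPM in AML. Cxcl10 rested on 18, 2 and 18 UMIs in PBS and 1 and 76 UMIs in AML. All edgeR p-values reported for this class rest on the spread common to all genes, and not on a gene's own spread between libraries. Leaving out AML replicate 3, Isg15 (log2 fold change 0.30) and Cxcl10 (1.77) did not pass and Irf7 changed by -0.27. The median log2 fold change of all genes in that fit was -0.50, so that Irf7 lay above the median gene. Isg15 did not pass without AML replicate 1 (0.0655), PBS replicate 1 (0.270) or PBS replicate 2 (0.251), and Irf7 did not pass without PBS replicate 3 (0.0819). With rebuilt classes, Gm43305 (0.857), Rnf213 (0.280), Hbb-bs (0.841), Hbb-bt (0.875), Isg15 (0.280) and Irf7 (0.649) did not pass. Over all alternatives that gave a value, Gm43305 passed in 7 of 11, Rnf213 in 5 of 11, Hbb-bs in 7 of 11, Hbb-bt in 5 of 12, Isg15 in 4 of 12, Irf7 in 6 of 11 and Cxcl10 in 8 of 10.

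Over all genes and adjusted over the list alone, the study genes called were 3 and 4 of 7 in the HSC class, 1 and 4 of 7 in MPP-2, 0 and 2 of 6 in MPP-3, and 0 and 6 of 7 in MPP-4. The fitted log2 fold changes of the tested study genes were positive in each class, but for Nfkb2 in the HSC class (0.72, adjusted p 0.992) the mean was lower in AML (4.002 CPM) than in PBS (4.618 CPM), with 23, 8 and 13 UMIs in PBS and 0 and 19 in AML. The lists were chosen by the study on these samples. Isg15 was higher by 1.17 ± 0.257 in MPP-2 and 1.17 ± 0.237 in MPP-4, and rose from 73.3 ± 24.9 CPM (SD, n = 3) to 218 ± 66.9 CPM (SD, n = 2) in MPP-3, with edgeR adjusted p of 0.116, 0.0771 and 0.0892 over all genes. DESeq2 called it in all 3 (0.0117 in MPP-2, 0.0323 in MPP-3 and 0.0168 in MPP-4), as did edgeR with no filter (0.00923, 0.000773 and 0.00359). Library size only gave a call in MPP-3 (0.00905) and MPP-4 (0.0295), and leaving out AML replicate 3 gave one in MPP-3 (0.0381). Irf8 in MPP-3 (edgeR adjusted p 0.0754) was called in 7 of 11 alternatives, which were DESeq2 (0.0363), library size only (0.00287), no filter (0.000125), the replicate block (0.0213), rebuilt classes (0.00106), clusters 6, 7 and 8 left out (0.0383) and PBS replicate 3 left out (0.0137). In MPP-4, no filter gave calls for Irf8 (0.00226) and Cxcl10 (1.6e-05), and library size only for Cxcl10 (0.0295). Cxcl9 was under the count filter in every class and Cxcl10 in MPP-3.

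How the authors' clusters were made is not given in the sources used here, so their independence from the module scores is not known. The cluster numbers give another division of the cells. The classes are not clean in it. Among the 10 leading genes of cluster 0, which holds 6367 cells and 2334 of the HSC class, 2 were MPP-2 markers and 1 an HSC marker. Cluster 6 holds 177 cells, 172 of them in MPP-3, and its 10 leading genes, mostly immunoglobulin genes, include 1 MPP-4 marker (Ighm) and 0 MPP-3 markers. With edgeR within clusters, 5 genes were higher and 0 lower in cluster 0 (1037 at an unadjusted p under 0.05), 17 and 1 in cluster 1, 20 and 3 in cluster 2, 14 and 2 in cluster 3, and 20 and 25 in cluster 4. Isg15 was called in clusters 3 (log2 fold change 1.60, adjusted p 0.000810) and 4 (1.52, 0.0137), and was higher by 1.20, 1.30 and 0.86 in clusters 0, 1 and 2. Irf8 was called in clusters 1 (2.48), 2 (1.54) and 3 (2.12). These comparisons by cluster were chosen after the data were seen.

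Whether the AML effect differs between the classes was tested directly. Of 12734 genes, 111 differed between classes at an edgeR adjusted p under 0.05, and 1383 had an unadjusted p under 0.05. The lowest p were those of the hemoglobin genes Hba-a2 (ENSMUSG00000069917; 2.4e-19), Hbb-bs (6.6e-16) and Hba-a1 (ENSMUSG00000069919; 7.7e-15). Their AML effect was higher in MPP-2 than in HSC by 9.30, 9.78 and 9.83 on the log2 scale. The adjusted p of these 3 genes without AML replicate 3 was 0.864, 0.912 and 1. The number of genes was 29 without PBS replicate 1, 50 without PBS replicate 3 and 189 without PBS replicate 2. It was 108 without AML replicate 3, of which 26 were among the 111. Limma-voom with the library as a random effect called 1 gene, with 546 at an unadjusted p under 0.05. Apart from these 111 genes, a call in one class and not in another was not shown to differ between them.

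The share of each class among the kept cells asked whether leukemia shifts the composition of the LSK compartment. HSC-class cells were 22.1 ± 1.70% of the cells in PBS (SD, n = 3) and 8.50 ± 7.33% in AML (SD, n = 2), a difference of -13.6 percentage points (exact permutation p = 0.1, two-sided, the smallest this design allows). MPP-3 cells were 8.54 ± 3.74% in PBS and 27.6 ± 7.51% in AML, a difference of 19.0 points (exact permutation p = 0.1). MPP-2 cells were 28.8 ± 2.78% and 36.7 ± 14.4% (exact permutation p = 0.4), and MPP-4 cells 40.6 ± 3.48% and 27.2 ± 14.5% (exact permutation p = 0.2). Neither of these last differences exceeded the spread between the AML libraries. The 4 shares sum to the whole and are not independent. Adjusted over the 4 classes, edgeR on the numbers of cells gave a log2 fold change of 1.67 for MPP-3 (adjusted p 0.0288) and -1.34 for HSC (adjusted p 0.0619). By library, MPP-3 was 11.6% (95% exact interval 10.9 to 12.4), 4.39% (3.17 to 5.91) and 9.60% (8.74 to 10.5) in PBS, and 32.9% (29.4 to 36.5) and 22.3% (21.0 to 23.6) in AML. HSC was 3.32% (2.12 to 4.94) in AML replicate 1, from 23 cells, and 13.7% (12.6 to 14.8) in AML replicate 3. Without AML replicate 1 the differences were -8.40 points for HSC, -2.19 for MPP-2, 13.7 for MPP-3 and -3.15 for MPP-4, and without AML replicate 3 they were -18.8, 18.1, 24.4 and -23.7 points. Ctsg is one of the MPP-3 markers set here and was higher in AML, so that the share of the rebuilt MPP-3 class and this expression change are not independent. Whether Ctsg is in the authors' own signature is not given in the sources used here. The same dependence therefore stays open for the shares above. Cluster sizes are not tested here where the genes that lead a cluster differ between the groups, as in cluster 4.

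**Figure D3:**
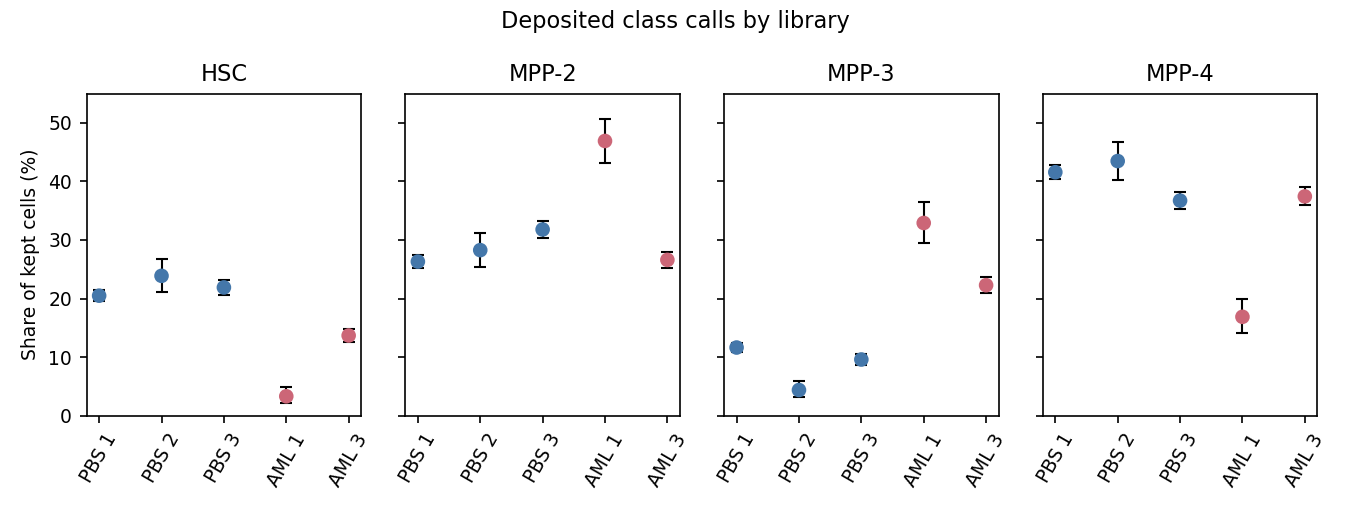
Percent of kept cells in each class in 3 PBS and 2 AML libraries, one panel per class and one point per library, with 95% exact binomial intervals as bars. MPP-3 lay between 4.39% and 11.6% in PBS and between 22.3% and 32.9% in AML, and HSC between 20.5% and 23.9% in PBS and between 3.32% and 13.7% in AML.

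Gene lists were compared as stand-ins for the interferon pathways that the study examined, together with lists for other processes and cell types. Over all LSK cells, camera called 7 of 17 lists up and 3 down. Of these calls, 0 held under fry and 0 under camera with an estimated correlation, where the lowest adjusted p were 0.227 and 0.452. The same was true of every class, where the lowest fry adjusted p was 0.0536 in HSC, 0.0525 in MPP-2, 0.0781 in MPP-3 and 0.0521 in MPP-4. The statements on lists below are therefore by camera (limma) with its preset correlation alone. Over all LSK cells, the interferon-stimulated list had a median log2 fold change of 0.46, with 36 of 41 genes above 0 (adjusted p 1.1e-09), and the list of study genes 0.78 (1.6e-07). Also called up were the NF-kB list (0.25, 0.0435), MYC targets (0.069, 0.0435), S phase (0.19, 0.00864), G2M phase (0.21, 0.000702) and the monocyte and macrophage markers (0.19, 0.00556). Called down were the immediate early genes (-0.66, 1.8e-07), ribosomal protein genes (-0.13, 0.0435) and mitochondrially encoded genes (-0.42, 0.0116). Not called were the interferon gamma and antigen presentation list (0.13, 0.132), the respiratory chain (0.11, 0.0523), and the markers of neutrophils (-0.69, 0.373), erythroid cells (-0.51, 0.281), B cells (-0.17, 0.643), T and NK cells (0.59, 0.206), and mast cells and basophils (-0.30, 0.0860).

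Without AML replicate 3, the interferon-stimulated list had a median of 0.20 (adjusted p 0.0794), the study genes 0.67 (0.0593), the NF-kB list -0.016, the interferon gamma and antigen presentation list -0.26 (0.0794), T and NK markers -0.29 (0.521), MYC targets 0.15 (0.126), the monocyte and macrophage markers 0.26 (0.521), the mitochondrial genes -0.39 (0.182) and the ribosomal protein genes -0.16 (0.0593), and none of these was called. Without AML replicate 1, G2M phase (0.053, 0.906), S phase (0.11, 0.121), MYC targets (0.17, 0.0590) and ribosomal protein genes (-0.054, 0.299) were not called. The ribosomal protein genes were also not called without PBS replicate 2 (-0.055, 0.402) or PBS replicate 3 (-0.050, 0.539), nor the mitochondrial genes (-0.25, 0.104, and -0.32, 0.183). Without PBS replicate 3, the NF-kB list (0.23, 0.305) and MYC targets (0.017, 0.255) were not called, and the respiratory chain was (0.25, 0.000334). Some lists that were not called as reported were called under an alternative. The interferon gamma and antigen presentation list was called up without AML replicate 1 (0.30, 3.2e-06) or PBS replicate 2 (0.19, 0.00753), and T and NK markers were called up without AML replicate 1 (1.07, 0.000332), but had a median of -0.093 without PBS replicate 1 (0.594). Erythroid markers were called down without PBS replicate 2 (-1.53, 0.000271), mast cell and basophil markers without PBS replicate 1 (-1.07, 0.00203), and neutrophil markers without PBS replicate 2 (-1.22, 0.0280) or PBS replicate 3 (-1.26, 0.0421). The erythroid median was 0.28 without PBS replicate 1, 0.0029 without PBS replicate 3, 0.11 without AML replicate 1 and -1.54 without AML replicate 3, none of them called. The mast cell and basophil median was 0.019 without AML replicate 1 and the neutrophil median 0.0043 without PBS replicate 1. With all 5 libraries, leaving out cluster 4 gave calls up for the interferon gamma and antigen presentation list (0.24, 0.0263) and the T and NK markers (0.75, 0.0230). Erythroid markers were called down with clusters 6, 7 and 8 left out (-1.70, 0.0232) and with thinned sums (-1.79, 0.00695), mast cell and basophil markers with library size only (-0.33, 0.0475), and B cell markers with the own filter on barcodes of 6 libraries (-0.60, 0.0113).

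In the classes, camera called 4 lists up and 5 down of 14 in HSC, 7 and 3 of 16 in MPP-2, 6 and 5 of 16 in MPP-3, and 6 and 4 of 15 in MPP-4. The interferon-stimulated list had medians of 0.84 in HSC (38 of 41 genes above 0), 0.42 in MPP-2 (37 of 40), 0.25 in MPP-3 (27 of 39) and 0.54 in MPP-4 (38 of 41), and was called in each. It was not called in MPP-3 (0.14, 0.0522) or MPP-4 (0.20, 0.133) without AML replicate 3. The interferon gamma and antigen presentation list was called up in HSC (0.20), MPP-2 (0.28) and MPP-4 (0.33), and had a median of -0.25 in MPP-3 (adjusted p 0.147). Its median in HSC was -0.25 without AML replicate 3 (adjusted p 0.208), and it was not called there without PBS replicate 1 (0.033, 0.0600) or PBS replicate 3 (0.011, 0.220). In MPP-2 it was not called without AML replicate 3 (0.21, 0.846, test down), PBS replicate 1 (0.23, 0.0656) or PBS replicate 3 (0.16, 0.208), nor in MPP-4 without AML replicate 3 (-0.024, 0.938). In MPP-3 its median was 0.071 without AML replicate 1 (0.0273, up), -0.51 without AML replicate 3 (0.000746, down) and -0.21 without PBS replicate 3 (0.0471, down). G2M phase was called up in HSC (0.34), MPP-3 (0.54) and MPP-4 (0.51), and had -0.089 in MPP-2 (adjusted p 0.0558), where it was called down without AML replicate 1 (-0.042, 0.0196) or PBS replicate 3 (-0.11, 0.0449). Without AML replicate 1 its median in HSC was 0.030, with camera's direction down (adjusted p 0.291). The median and the test differed in sign for MYC targets in MPP-2 (median -0.047, test up), T and NK markers in MPP-3 (0.48, down) and the respiratory chain in MPP-4 (0.0029, down). The median and the mean differed in sign for S phase in HSC (-0.0043 and 0.033), MYC targets (-0.047 and 0.041) and the respiratory chain (-0.012 and 0.0034) in MPP-2, and T and NK markers in MPP-3 (0.48 and -0.084).

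**Figure D4:**
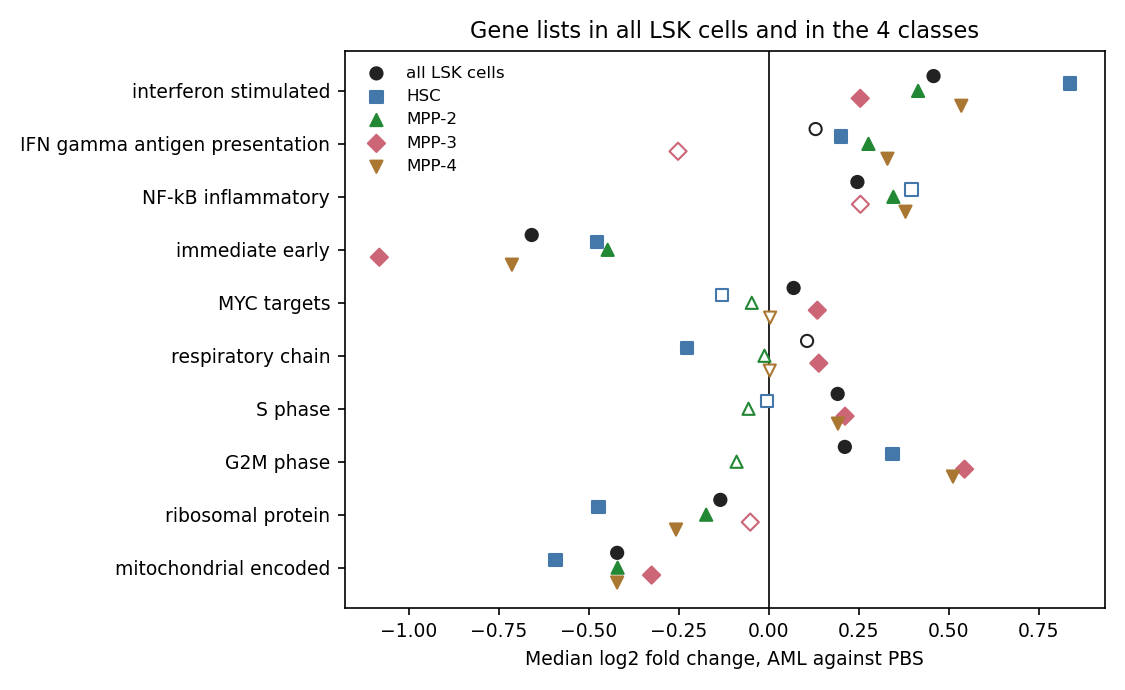
Median log2 fold change (AML minus PBS) of 10 of the gene lists, with one marker shape per comparison (all LSK cells and the 4 classes), filled where camera's adjusted p was under 0.05 and open elsewhere. The interferon-stimulated list was above 0 in all 5 comparisons, between 0.25 and 0.84, and no filled marker was called by fry.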

Values the study reported

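The study reported that its C1498-engrafted mice had a median survival of around 21 days. It gave C1498 cells as 36.1 ± 12.3% of peripheral blood leukocytes by day 21, and a leukemic burden of 4.2 ± 2.2% in the bone marrow.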

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

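The test of single hemoglobin-rich cells and the removal of clusters 6, 7 and 8 or of cluster 4 were chosen only after the results were seen. The other tests in this part were set beforehand.

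The AML effect differed between the classes for 111 genes (edgeR, adjusted p under 0.05), led by the hemoglobin genes Hba-a2 (adjusted p 2.4e-19), Hbb-bs (6.6e-16) and Hba-a1 (7.7e-15). Among the 10 splits of the 5 libraries into 3 and 2, only the real one gave as many genes, 1 of 10, and the others gave 1 to 11. With 10 splits the share cannot go under 0.1 whatever the data, so this count alone cannot exclude chance. Hemoglobin genes together were at 2056, 175 and 908 CPM in the HSC class of the PBS libraries, and at 32.6 CPM (2 UMIs) and 77.3 CPM in AML. In MPP-2 they were at 49.4, 54.2 and 59.8 CPM in PBS and at 19.6 and 399 CPM in AML. Free RNA of erythroid cells would load the classes of one library about equally. The highest class was under 3 times the lowest in 1 of 5 libraries, and was 41.6 times the lowest in PBS replicate 1, which argues against free RNA as the whole cause. A candidate explanation is a small number of hemoglobin-rich cells that were given the HSC class in PBS libraries. The 5 highest cells of each PBS library held 93.7% of all hemoglobin UMIs in PBS HSC-class cells, with 95.5% in PBS replicate 1, 46.9% in PBS replicate 2 and 92.3% in PBS replicate 3, where a single cell held 2878 of 3223 UMIs. In PBS replicate 1, 4 of the 5 cells were in cluster 6, and leaving out clusters 6, 7 and 8 took the level from 2056 to 97.0 CPM. In PBS replicate 3 it stayed at 915 CPM. In MPP-2 of AML replicate 3 the same step took it from 399 to 60.5 CPM. With these clusters left out, the difference between classes was no longer called for Hba-a2 (edgeR adjusted p 0.817), Hbb-bs (0.808) or Hba-a1 (0.853), nor was it without AML replicate 3 (0.864, 0.912 and 1) or under limma-voom. Without each of the other libraries in turn, the 3 genes had adjusted p of at most 1.3e-10. Cells of these clusters may thus account for the difference in these 3 genes. Within the HSC class, Hbb-bs was still called lower in AML without the clusters, and Hbb-bt was not (adjusted p 0.0803). Doublets with erythroid cells may give such cells, but the 2 were not separated. The copies of these genes are near-identical, so single genes are uncertain. A difference between the classes in the response to leukemia stays open for the other genes. Their number depends on the method, with 1 gene under limma-voom, 1 with equal cells and 233 without clusters 6, 7 and 8 (97 of them among the 111), and was 29 without PBS replicate 1, 50 without PBS replicate 3 and 189 without PBS replicate 2.

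Cluster 8, whose gene expression was not compared on its own and whose leading genes are T and NK cell genes (Trbc1, Ncr1, Gzma), held a mean of 1.02% of the AML cells (0.722% and 1.31%), above the 0.409% to 0.535% of the PBS libraries (mean 0.489%; exact permutation p = 0.1, the smallest possible). In AML replicate 1 these were 5 of 693 cells (95% exact interval 0.235% to 1.68%), which reaches below the PBS shares, so its difference from PBS was not detectable at this depth. The T and NK marker list over all LSK cells was not called (median 0.59, camera adjusted p 0.206), but was called up without AML replicate 1 (1.07, 0.000332), without cluster 4 (0.75, 0.0230) and in MPP-2 (1.19, 0.0361, from 4 genes). Its median was -0.29 without AML replicate 3 and -0.093 without PBS replicate 1, neither of them called. No technical or biological explanation of this share was tested. Clusters 0 and 5 were also apart between the groups, but lower in AML, each with the same exact permutation p of 0.1. Cluster 0 held 36.8% to 41.0% of the cells in PBS and 32.1% and 34.9% in AML. Cluster 5 held 2.19% to 2.36% in PBS and 1.44% and 1.73% in AML. These p were not adjusted over the clusters.

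The authors' phase calls put a mean of 29.9% of AML cells in S (32.9% and 26.9%), above the PBS libraries (23.4% to 24.2%). They put a mean of 38.3% in G2M (52.4% and 24.1%), above 18.3% to 19.9% in PBS. Both differences had an exact permutation p of 0.1, the smallest this design can give. The phase calls were not made again on thinned cells, so depth as their source was not tested. Only the summed G2M list was compared with every cell thinned to 2000 UMIs. Thinning left out 125 cells of PBS replicate 1 and 80 of PBS replicate 3. Before thinning the G2M list took 5350, 5312 and 4808 CPM in PBS and 6778 and 5109 CPM in AML, so that AML replicate 3 lay within the PBS range. After thinning it took 4272, 4081 and 3830 CPM in PBS and 6571 and 4280 CPM in AML. The lower AML library exceeded the highest PBS library by 7.68 CPM, against an SD of 222 CPM between PBS libraries. This gap is far below the spread of the PBS libraries, while AML replicate 1 lay well above them. CPM of a sum is already scaled to its total, so these values do not decide whether depth moved the phase calls. Depth as the source of the higher shares therefore cannot be told apart from a biological difference. Free RNA read by per-cell scores stays open too, and the phase calls alone are not read here as cycling.

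AML replicate 2 has no cells in the deposited table, and entered tests only in the alternative with the own filter on barcodes of 6 libraries. Its other values are described without a test. Over all its barcodes the interferon-stimulated list took 2984 CPM, above 2419 to 2586 CPM in the PBS libraries. AML replicates 1 and 3 had 2933 and 3625 CPM. Free RNA of other cells is one possible source. The markers of the 4 classes took 5906 CPM, 1.14 times the lowest of the other libraries (AML replicate 1, 5165 CPM) but under the 6100 to 6764 CPM of the PBS libraries and the 6373 CPM of AML replicate 3. The excess of the interferon-stimulated list is small, and a minor share of free RNA could give it and leave the markers near this level, so free RNA of other cells cannot be told apart from a signal of sorted cells. Depth limits this library. It had a median of 320 UMIs per barcode, and 106 of 17055 barcodes passed the own filter. Isg15 was 117 CPM over all its barcodes, within the PBS range of 105 to 131 CPM, but 356 CPM in the 106 passing barcodes. A difference due to leukemia stays open and was not tested in this library alone.

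Barcodes that passed the own filter but are outside the authors' table were also higher in AML for 5 of the study genes reported here. Mean CPM over AML replicates 1 and 3 was 273 for Isg15 (PBS libraries 109 to 140), 57.9 for Irf8 (4.17 to 22.1), 83.6 for Nfkb1 (63.7 to 68.3), 5.94 for Nfkb2 (2.93 to 3.75) and 11.4 for Cxcl10 (0.417 to 2.56). For each of these 5 genes both of these AML libraries lay above every PBS library, while Irf7 and Cxcl9 overlapped. The 106 passing barcodes of AML replicate 2 are all outside the table as well. There Nfkb1 was 62.1 CPM, below every PBS library, and Isg15 (356 CPM), Irf8 (124 CPM), Nfkb2 (6.53 CPM) and Cxcl10 (16.3 CPM) lay above them. These barcodes come from the same libraries as the kept cells and share any free RNA with them, so they are no independent replicate. No technical or biological explanation was tested on them.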

How the results depend on the processing

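The settings that left out clusters 6, 7 and 8, cluster 4 or the top 5% of doublet scores, and the own filter and thinned sums for gene lists, were chosen after seeing the data. The other alternatives were planned. Over 1132 recomputed values, 820 kept their direction and their side of the threshold (counts within 1.5 times, shares within 1 SD), 198 kept the direction but were no longer past the threshold or fell, 82 passed it or rose, 25 reversed and 7 shares moved by over 1 SD. Of 599 values of single named genes, 493 were the same, 72 no longer passed, 26 newly passed and 8 reversed. Of 395 values of lists, 264 were the same, 93 no longer passed, 24 newly passed and 14 reversed. Of 77 counts of genes, 22 were within 1.5 times, 24 were lower and 31 higher. Unless a cause is named, the cause was not tested. No alternative from the plan was left out, except where too few genes or counts were left for a value.

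The number of genes called over all LSK cells (23) was 72 with DESeq2, 392 with no filter, 75 with the own filter on barcodes of 6 libraries, 45 with thinned sums, 8 with cells thinned to 2000 UMIs, 44 with equal class composition and 12 without cluster 4. Of the 23 genes, 22, 23, 21, 13, 8, 9 and 12 were among these calls. RLE factors gave 23 calls, library size only 26, limma-voom 25, the stricter filter 17, scrublet 24, the removal of ribosomal and mitochondrial genes 23, of the top doublet scores 27 and of clusters 6, 7 and 8 23. No scaling alternative of these moved the median log2 fold change of all genes by over 0.1. Leaving out one library gave 2 to 419 calls, with 2 without PBS replicate 1, 8 without PBS replicate 2 and 419 without AML replicate 3. Fewer samples remained in each of these fits, and without an AML library the lone AML sample is assumed to vary like the PBS samples. Without AML replicate 3, all AML values come from AML replicate 1, whose kept cells carry 1945659 UMIs, the fewest.

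In the classes, DESeq2 called 0 genes in HSC (123 at an unadjusted p under 0.05), 14 in MPP-2, 11 in MPP-3 and 1 in MPP-4. No filter gave 29, 156, 166 and 75. Library size only gave 29, 26, 84 and 9. With library size only, the median log2 fold change of all genes moved from -0.03 to 0.12 in HSC and from -0.01 to 0.11 in MPP-3, and with DESeq2 it moved to 0.15 in HSC and from -0.02 to 0.10 in MPP-4. Without AML replicate 3 it moved to -0.50 in HSC and to -0.12 in MPP-4. Rebuilt classes gave 4, 1, 72 and 1. Equal numbers of cells, with 23 drawn per library and class, gave 0, 0, 0 and 1 by edgeR (72, 163 and 119 genes at an unadjusted p under 0.05 in the first 3), from 2030, 2501, 2173 and 1607 tested genes, so that fewer genes and counts entered these tests. Without clusters 6, 7 and 8, MPP-3 had 14. Leaving out one library gave 0 to 17 in HSC, 0 to 84 in MPP-2, 2 to 69 in MPP-3 and 0 to 34 in MPP-4, with the libraries named in the report. The number of genes whose AML effect differed between classes (111) was 1 with limma-voom, 1 with equal cells, 233 without clusters 6, 7 and 8 (97 of them among the 111) and 29 to 189 with one library left out, lowest without PBS replicate 1 and highest without PBS replicate 2.

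With the replicate number as a block, the counts were 91 over all LSK cells, 9 in HSC, 30 in MPP-2, 47 in MPP-3 and 34 in MPP-4. Cxcl9 then had a log2 fold change of -0.37, the interferon gamma list a median of 0.11 (adjusted p 0.0259) and the B cell markers a median of 0.047, and the markers of erythroid cells (-1.09) and of mast cells and basophils (-0.99) were called down. The ribosomal protein (-0.043, 0.757) and mitochondrial genes (-0.22, 0.244) were then not called. Deviations of same-numbered libraries from their group means correlated at -0.057 and -0.055, and the libraries share only a number, so the block has no basis in these data.

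Among single genes, the log2 fold change of the study genes over all LSK cells ranged with one library left out from -0.11 to 1.06 for Irf7 and from -6.46 to 0.64 for Cxcl9. The lowest value of Cxcl9 has 0 counts in the only AML library left and depends on the prior count. In HSC, Irf7 ranged from -0.27 to 1.49 and Nfkb2 from -6.49 to 0.81, where the lowest value of Nfkb2 again has 0 counts in AML. The median of all genes in HSC was -0.50 without AML replicate 3, so that the lowest value of Irf7 lay above it. In MPP-2, Cxcl10 ranged from -1.82 to 1.34. Irf7 ranged from -0.36 to 0.74 in MPP-3 and from -0.045 to 1.13 in MPP-4. Each of these lowest values came without AML replicate 3. Ly86 ranged from 2.22 to 3.24 over all alternatives for all LSK cells, Irf8 from 1.87 to 2.55, Ms4a6c from 1.37 to 2.03, Ctsg from 0.79 to 1.86, Atp8b4 from 1.26 to 1.63, Isg15 from 1.06 to 1.30 and Igha from -8.13 to -5.61.

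For the lists, the medians do not change with the test. Under fry, the interferon-stimulated list over all LSK cells (0.46) had an adjusted p of 0.227, the NF-kB list (0.25) 0.670, MYC targets (0.069) 0.378, S phase (0.19) 0.378 and G2M phase (0.21) 0.692. Camera with an estimated correlation gave 0.452, 0.638, 0.554, 0.452 and 0.692. The interferon-stimulated list in HSC (0.84), MPP-2 (0.42), MPP-3 (0.25) and MPP-4 (0.54) had 0.0536, 0.0525, 0.158 and 0.162 by fry, and 0.0714, 0.130, 0.245 and 0.201 with the estimated correlation. With the own filter, the NF-kB list had 0.23, MYC targets 0.055 and S phase 0.14, none called. With thinned sums, the NF-kB list had 0.12, MYC targets 0.067, the ribosomal protein genes -0.094 (adjusted p 0.162) and the mitochondrial genes -0.38 (0.0673), not called. Without cluster 4, the interferon gamma list had 0.24 (called, adjusted p 0.0263), MYC targets 0.021 (not called) and the B cell markers -0.078 with the test's direction up (adjusted p 0.919). Library size only gave the respiratory chain 0.13 (called, 0.0475). Without clusters 6, 7 and 8, the NF-kB list had 0.25 (not called, 0.0546), the ribosomal protein genes -0.12 (not called, 0.0518) and the respiratory chain 0.12 (called, 0.0272). In MPP-2 the same step gave the interferon gamma list 0.26 (not called, 0.0765) and G2M phase -0.092 (called down, 0.0383). The Reactome interferon alpha/beta set, of 12 tested genes, had 0.073 over all LSK cells, 0.13 in MPP-2 and 0.12 in MPP-3, none called, and was called in HSC (0.26, adjusted p 0.00448) and MPP-4 (0.083, 0.0304). The Reactome mitotic cell cycle set had 0.057 over all LSK cells, not called, and 0.0077 in HSC with the test's direction down. By camera it was called up in MPP-3 (0.16, adjusted p 7.3e-05) and MPP-4 (0.11, 0.0019), and had -0.084 in MPP-2 (0.133, not called). The Reactome interferon gamma set in MPP-3 had -3.6e-05 with the test's direction up. By camera that set was called up in HSC (0.29, adjusted p 5.7e-05) and MPP-4 (0.16, 0.0019). It was not called over all LSK cells (0.076, 0.134) or in MPP-2 (0.15, 0.0737).

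With one library left out, list medians over all LSK cells ranged from 0.20 to 0.47 (interferon-stimulated), -0.26 to 0.30 (interferon gamma), -0.016 to 0.42 (NF-kB), 0.017 to 0.20 (MYC targets), -0.19 to 0.052 (B cell markers), -0.29 to 1.07 (T and NK markers), -1.54 to 0.28 (erythroid markers), 0.11 to 0.30 (S phase), 0.053 to 0.53 (G2M phase) and -0.0037 to 0.25 (respiratory chain). In HSC they ranged from -0.25 to 0.63 (interferon gamma) and 0.030 to 1.45 (G2M phase), in MPP-2 from 0.16 to 0.31 (interferon gamma), in MPP-3 from 0.14 to 0.33 (interferon-stimulated) and -0.51 to 0.071 (interferon gamma), and in MPP-4 from 0.20 to 0.60 (interferon-stimulated). Called lists changed with AML replicates 1 and 3 and with each PBS library, as given in the report.

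Differences in mean share with one library left out ranged from -18.8 to -8.40 percentage points for HSC, -2.19 to 18.1 for MPP-2, 13.7 to 24.4 for MPP-3 and -23.7 to -3.15 for MPP-4, the ends of each range coming from the AML libraries. With rebuilt classes, MPP-2 differed by -10.1 points and MPP-4 by 0.175 points, both of opposite sign. The HSC and MPP-3 differences kept their direction with rebuilt classes and stayed within 1 SD of those reported. The edgeR test on cell numbers gave MPP-3 a log2 fold change of 1.67 (adjusted p 0.0288), past the threshold that the exact test cannot reach in this design. Depth limits the classes most in AML replicate 1, where 23 HSC-class cells give 2 hemoglobin UMIs and a share with a 95% exact interval of 2.12% to 4.94%.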

Other observations

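The count of splits for all LSK cells, the settings that left out cluster 4 or clusters 6, 7 and 8, and the test of thinned sums for the interferon-stimulated list were chosen only after results were seen.

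Over all LSK cells, only the real split of the 10 gave as many called genes, 1 of 10, and the others gave 0 or 1. Because 10 splits cannot give a share under 0.1 whatever the data, this count alone cannot exclude chance for the 23 genes.

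Of the 22 genes higher in AML, 5 lead cluster 4 (F13a1, Hp, Tifab, Ctsg and Ly6c2), a cluster of 826 cells also led by Prss34 and Elane. Cells of cluster 4 were 2.46% to 3.41% of the kept cells in the PBS libraries and 9.57% to 11.1% in the AML libraries, given without a test. A larger number of such cells in the AML libraries is a candidate explanation for the higher genes. With cluster 4 left out, the median log2 fold change of the 22 genes was 1.87, against 1.99 with all cells, and 11 of the 22 were still called. That argues against these cells as the whole cause, although the other 11 fell short of the threshold. With equal class composition, which left 10502 genes to test, 9 of the 23 called genes were called, and Ctsg had 0.79 (edgeR adjusted p 0.279). A shift in class composition therefore stays open as part of the cause. Removing cells by a cluster that is itself led by called genes may also remove part of a real change. For the interferon-stimulated list, the median was 0.42 without cluster 4, against 0.46 with it. With the sums thinned to the smallest library it was 0.37, which argues against library total as the whole cause. A change of expression within the same cell types stays open.

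F13a1, Tifab and Ifi209, chosen here after their values were seen, and Ly86 were called in 19, 20, 20 and 20 of 21 alternatives respectively over all LSK cells. F13a1 had a log2 fold change of 3.31 (edgeR adjusted p 0.00708) and Tifab of 2.45 (0.00147). Ifi209 belongs to the Ifi200 family, whose members share reads, and had 1.95 (0.00708).

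The higher MPP-3 share in AML could come from cells of other types that were given the class. Cluster 6, with 62.3% of its UMIs on immunoglobulin genes, is nearly all called MPP-3. With clusters 6, 7 and 8 left out, the difference in mean share was 18.9 percentage points, and with cluster 4 left out as well it was 14.3 points, against 19.0 points with all cells. Both argue against these clusters as the whole cause. With classes rebuilt from markers, the MPP-3 difference kept its direction and stayed within 1 SD of the 19.0 points. The choice of class boundary stays open as part of the cause, because 53.4% of MPP-3 cells lie within 0.05 of the next class's score. An effect of leukemia stays open too.

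Igha was the only gene called lower in AML over all LSK cells by edgeR as reported. Under the alternatives, the number called lower ranged from 0 (limma-voom) to 165 (no filter), with 24 by DESeq2. With clusters 6, 7 and 8 left out, 0.672% of its UMIs remained (10, 2 and 2 in PBS and 2 and 1 in AML), in keeping with a candidate explanation by the immunoglobulin-rich cells of cluster 6. Cells with over 5% immunoglobulin UMIs numbered 53, 12 and 41 in PBS and 8 and 58 in AML, so that AML libraries held such cells too. What these cells express may thus differ between the libraries more than their number, and 1432 of the PBS UMIs came from PBS replicate 2. Whether this follows leukemia or the animal was not tested.

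In the HSC class, further interferon genes were called that the naming rule did not select and that were chosen here after their values were seen. Ifit3 had a log2 fold change of 2.24 (edgeR adjusted p 3.7e-08), Oas2 of 1.95 (0.00271) and Ifit1 of 1.26 (0.0184), with both AML libraries above every PBS library in each. The values in AML replicate 1 (40.6, 40.6 and 54.1 CPM) come from 23 cells and rest on a few UMIs each. Ifit3 was called in 9, Oas2 in 6 and Ifit1 in 5 of 12 alternatives. Ccl5, at 2.47, had 0 CPM in AML replicate 1 and 64.9 CPM in AML replicate 3, against 3.79 to 12.7 CPM in PBS.

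The kept cells bear marks of the authors' selection. The lowest UMI total of a kept cell was 1801 and 1802 in PBS replicates 1 and 3, 3057 in PBS replicate 2, and 2001 and 2007 in AML replicates 1 and 3. In each kept cell the highest class score was above 0 (lowest 4.9e-06). Of barcodes that passed the own filter, 1811, 224, 1406, 229 and 1113 were outside the table in the 5 libraries that have cells in it. No explanation of this was tested.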
